A study of Mus musculus with 16 samples.

How the data were processed

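RNA was profiled in ventricular myocytes of 16 adult mice, 8 wild-type (WT) littermates and 8 carriers of the transgene B3AR-Tg, all collected 9 weeks after transverse aortic constriction (TAC). Per the labels' protocols, hearts were digested by Langendorff perfusion, the cells were left on plates for 1 hour, ribosomal RNA was depleted from 500 ng of RNA, and stranded total RNA libraries were read from both ends on an Illumina NovaSeq. The authors deposited a table of whole-number counts per gene with 1 column per animal, and these counts carried no normalization. The aligner, the counting tool, the strand setting, the genome build and the annotation release were not stated in the labels. Every column matched 1 animal by the name given in its label. Genotype and replicate number were taken from the labels.

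The table held 35682 genes, each with an Ensembl mouse gene ID. No count was recorded in any animal for 15381 of them. Of the IDs, 35394 were found in GENCODE M21 (on GRCm38), which gave biotypes and the gene positions printed in the report, matched by gene ID. By that annotation 21699 genes were protein-coding and 13170 were pseudogenes, while 31 of the 8813 lincRNA and antisense genes were in the table. How reads that matched several genes were assigned was not stated, so values of near-identical or overlapping genes are uncertain to that extent.

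Genes were compared between genotypes with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, on the counts as deposited. Low-count genes were removed with filterByExpr (minimum count 10, minimum total count 15), and libraries were scaled with TMM factors. The model held genotype only. Adjusted p-values are Benjamini-Hochberg values over all 10945 tested genes, with a threshold of 0.05, and all tests are two-sided. A list of 333 genes in 12 functional sets was also adjusted over its own 308 tested members. Sets were tested with camera of limma 3.58.1 on log2 CPM (counts scaled to the library total, prior count 2) with a preset inter-gene correlation of 0.01. As an addition, each animal was given a score per set, the mean over members of log2 CPM less the gene's mean over all 16 animals. Scores, principal components and the share of variance between genotypes were compared by exact permutation over the 12870 splits of the animals into 8 and 8. The smallest two-sided p-value such a test can give here is 0.000155. CPM values are scaled by TMM factors, and a value of 3 counts was taken as the floor of detection. On the same scale the floor was between 0.201 and 0.487 CPM across libraries, and it covers counting error only.

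Genes named in the text followed a rule. It took beta-adrenergic receptor genes; up to 6 genes in each direction with the smallest p-values among those past the threshold; up to 4 members per functional set past the threshold over all genes; and Nppa, Nppb, Myh7, Myh6, Acta1 and Atp2a2 in any case. Not every gene the rule covers is reported here. The grouping, the tests, this rule, the gene list and most alternatives were fixed before the data were examined. Added later were thinning of the counts to the smallest library, offsets for GC content and transcript length with and without the replicate block, removal of Gm20594 with mitochondrial genes and their copies, and the permutation of set scores.

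Alternatives covered the scaling (RLE, upper quartile, library size only), the low-count filter, DESeq2 1.42.0, limma voom with sample weights, covariates (animal number, 1 surrogate variable from sva 3.50.0, the marker level of non-myocyte cells), a block for the replicate number, the thresholds, the set test, and the removal of each animal in turn. The marker level of non-myocyte (other) cells is the mean log2 CPM of fibroblast, endothelial and leukocyte markers, shared matrix genes included. The fibroblast and endothelial marker score used further below is a different measure. It has no leukocyte markers, and matrix genes were removed from its fibroblast markers. The pairing behind the block comes from the replicate numbers in the sample titles, which belong to different animals. A covariate for Y-linked expression was not run, because Y-linked genes summed to between 222 and 332 CPM in all 16 animals. Transcript sequences were compared with BLAST 2.17.0. Permutations of correlations used scipy 1.17.1.

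Before use, the tests were tested on simulated data for 10945 genes with the means and library sizes of these animals, in which 200 genes were changed. At an absolute log2 fold change of 1, edgeR recovered 80% of the changed genes and 1.24% of its calls were false. At 0.5 it recovered 33.5%, with 5.63% false. DESeq2 recovered 44.5% at 0.5, with 17.6% false. In a simulation of 10839 genes with no change, 0 genes were called by edgeR and 0 sets by camera. All simulations drew genes independently of one another, so the 0 sets does not test camera where genes vary together. Reads, and transgene sequence from outside the mouse annotation, were not analysed here.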

Results

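Ventricular myocytes were profiled by RNA sequencing 9 weeks after transverse aortic constriction (TAC), a surgical narrowing of the aorta that raises the pressure against which the left ventricle pumps. The mouse line B3AR-Tg, named for the beta-3 adrenergic receptor, was compared with wild-type (WT) littermates, with 8 animals per genotype. All 16 animals had undergone the surgery, so the data address how expression differed with genotype under pressure overload. Group values below are means ± SD over 8 animals.

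Library totals were 9.10e+06 ± 1.58e+06 counts in WT and 1.08e+07 ± 2.53e+06 in B3AR-Tg, a difference within the spread between animals (exact permutation p = 0.136). Single libraries ranged from 5985335 counts (B3AR-Tg replicate 4) to 14365864 (B3AR-Tg replicate 1). Between 14070 and 15713 genes had at least 1 count in a library. Mitochondrially encoded genes took 23.5% ± 3.14 of the counts in WT and 22.1% ± 1.29 in B3AR-Tg (exact permutation p = 0.246). A single gene, Gm20594, took 15.7% ± 1.57 in WT and 14.6% ± 2.11 in B3AR-Tg (exact permutation p = 0.269). Its transcript was 88.4% identical over 439 of 449 bases to the mitochondrial ribosomal RNA gene mt-Rnr2. By GENCODE M21 the table held 0 ribosomal RNA genes, so the mitochondrially encoded share leaves those genes out. The 10 most counted genes of a library together held between 38% and 48% of its counts. Over the 56 pairs of libraries within a genotype, the chi-square per gene was between 6.00 and 58.3, so no pair agreed within sampling noise and every library was kept as a separate animal. The labels named no batch.

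The receptor genes were examined first, because the line is named for one of them. Mouse Adrb3 (ENSMUSG00000031489, chromosome 8, 27225776 to 27250616, minus strand, GENCODE M21 positions on GRCm38 as for all genes below) was at the limit of detection. WT replicates 1 to 8 held 3, 0, 2, 1, 0, 2, 0 and 4 counts of it, and B3AR-Tg replicates held 2, 0, 3, 1, 3, 1, 2 and 2. It was removed by the low-count filter, and a difference in mouse Adrb3 was not detectable at this depth. The species from which the transgene comes was not stated in the labels, and reads from another species' receptor gene would not be counted under mouse Adrb3 unless they aligned to it. Adrb1 was at 3.37 ± 0.979 CPM (counts scaled to a common library total with TMM factors) in WT and 3.49 ± 0.816 CPM in B3AR-Tg, a log2 fold change of 0.06 with a standard error of 0.19 (edgeR adjusted p = 0.899).

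Genotype separated the expression profiles. On log2 CPM of the 10945 tested genes, 16.8% of the variance lay between genotypes, against a median of 6.28% over all splits of the animals into 8 and 8 (exact permutation p = 0.000311). The alternative that moved this share most, the 500 most variable genes, gave 22.2%. The first principal component held 21.8% of the variance and was −16.2 ± 15.1 in WT and 16.2 ± 9.05 in B3AR-Tg (exact permutation p = 0.000311). The ranges met at the edge, since WT replicate 3 was at 5.99 and B3AR-Tg replicate 7 at 0.867. The second component (12.5%) did not differ between genotypes (exact permutation p = 0.669). The root mean square distance of animals from their group mean was 0.378 ± 0.0324 log2 units in WT and 0.364 ± 0.0524 in B3AR-Tg (exact permutation p = 0.541).

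**Figure D1:**
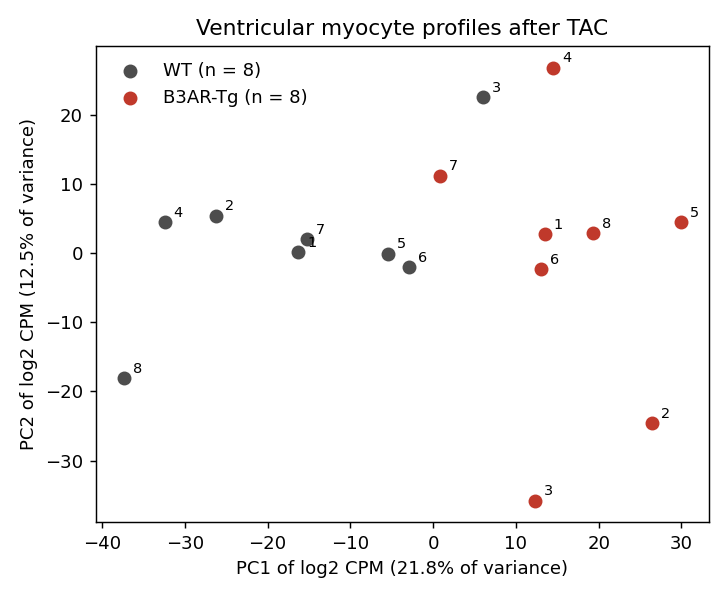
Scores of the 16 animals on the first (x axis, 21.8% of variance) and second (y axis, 12.5%) principal components of log2 CPM, grey for WT, red for B3AR-Tg, labelled by replicate number. On the first component 7 of the 8 WT animals lie below 0 and all 8 B3AR-Tg animals lie above 0, with WT replicate 3 at 5.99.

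At an adjusted p under 0.05, 537 of the 10945 tested genes (4.91%) differed between genotypes, 222 higher and 315 lower in B3AR-Tg. Without adjustment, 2117 genes had a p-value under 0.05. The alternative that moved the count most, a covariate for the marker level of non-myocyte cells, left 11 genes. That marker level differed with genotype itself (Pearson r = −0.779 with genotype over the 16 animals). The median absolute log2 fold change of the 537 genes was 0.68. The median signed log2 fold change over all tested genes was 0.01. An absolute log2 fold change of at least 1 was reached by 138 of the changed genes, 16 higher and 122 lower. All 8 B3AR-Tg animals lay above all 8 WT animals for 22 tested genes and below them for 27. Chance separates the groups of a gene in 0.0155% of splits, or 1.7 genes among those tested.

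**Figure D2:**
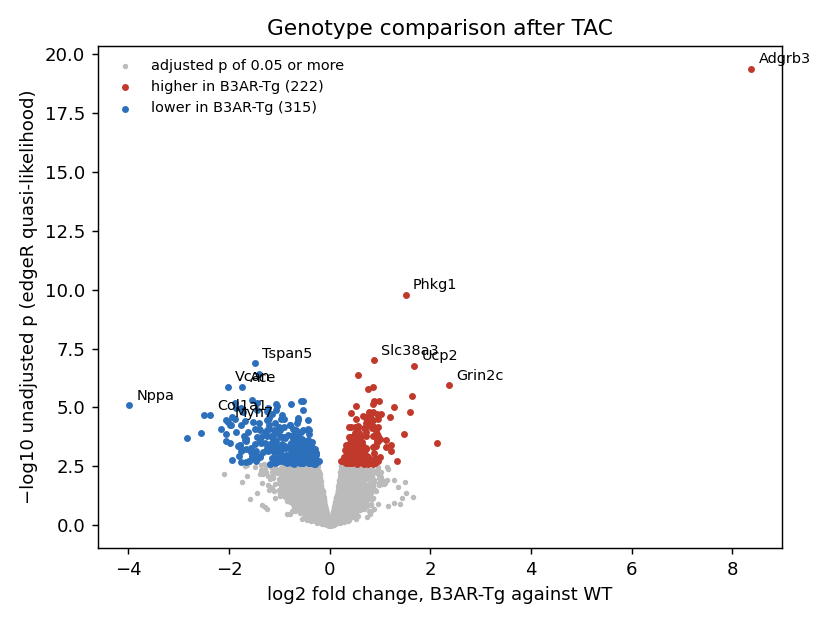
Log2 fold change of B3AR-Tg against WT (x axis) and −log10 of the unadjusted edgeR p-value (y axis) for each of the 10945 tested genes, red for the 222 higher and blue for the 315 lower genes at an adjusted p under 0.05. Adgrb3 stands farthest to the right with an adjusted p of 4.78e-16, and its distance on the x axis rests on WT counts of at most 3.

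The gene with the smallest p-value was Adgrb3 (ENSMUSG00000033569), which encodes adhesion G protein-coupled receptor B3 and is not a beta-adrenergic receptor gene. It lies on chromosome 1 from 25067476 to 25829707 on the minus strand. WT libraries held 0 to 3 counts, at or under the floor, and B3AR-Tg libraries held 247 to 723. Its level in B3AR-Tg was 45.9 ± 7.39 CPM, and its mean was at least 131-fold higher than WT, taking the mean floor of the WT libraries, while the lowest B3AR-Tg library was at least 85.6-fold higher than the highest WT floor (edgeR adjusted p = 4.78e-16). Adgrb3 and mouse Adrb3 transcripts gave no match in the BLAST search, whose cut-offs would miss short or weak matches.

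The other genes higher in B3AR-Tg with the smallest p-values changed less. Phkg1 (phosphorylase kinase catalytic subunit, ENSMUSG00000025537, chromosome 5, 129863421 to 129898549, minus strand) rose from 14.6 ± 3.79 to 41.4 ± 4.03 CPM, a log2 fold change of 1.51 with a standard error of 0.13 (adjusted p = 9.06e-07). Ucp2 (mitochondrial uncoupling protein, ENSMUSG00000033685, chromosome 7, 100493337 to 100502020, plus strand) rose from 13.9 ± 4.86 to 44.1 ± 13.8 CPM (log2 fold change 1.68, standard error 0.22, adjusted p = 0.000369). Slc38a3 rose by 0.88 on the log2 scale (adjusted p = 0.000355) and Nudt4 by 0.57 (adjusted p = 0.000637). Grin2c rose by 2.36 from a low level, 0.470 ± 0.321 CPM in WT (adjusted p = 0.00141). For each of these 6 genes, Adgrb3 included, all B3AR-Tg animals lay above all WT animals.

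Among genes lower in B3AR-Tg, the smallest p-values belonged to Tspan5 (log2 fold change −1.49, adjusted p = 0.000369), Arhgap9 (−1.41, adjusted p = 0.000637), Vcan (−2.03, adjusted p = 0.00141), Ace (−1.74, adjusted p = 0.00141), Ccdc80 (−1.55, adjusted p = 0.00329) and Atpif1 (−0.57, adjusted p = 0.00329). No B3AR-Tg animal was above the WT median for any of these 6 genes. Only Arhgap9 and Ccdc80 of the 6 had groups that did not overlap. Tspan5 in WT replicate 3 was 4.27 CPM, against 7.80 to 11.3 CPM in the other WT animals.

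Markers of cardiac load were compared because TAC raises them in many models, and all animals here were loaded. Nppa (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079, plus strand) was at 563 ± 556 CPM in WT and 35.4 ± 36.5 CPM in B3AR-Tg, a log2 fold change of −3.99 with a standard error of 0.68 (adjusted p = 0.00362). Single animals ranged from 78.4 to 1349 CPM in WT and from 5.76 to 120.3 CPM in B3AR-Tg. Myh7 (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626, minus strand) was at 2536 ± 2063 CPM in WT and 621 ± 212 CPM in B3AR-Tg (log2 fold change −2.03, adjusted p = 0.00632). The WT means of both genes rest largely on WT replicates 2, 4 and 8. Those animals had 4271 to 5351 CPM of Myh7 and 1076 to 1349 CPM of Nppa. The other WT animals had 797 to 1418 and 78.4 to 330 CPM, and B3AR-Tg animals had 416 to 1093 CPM of Myh7. A fit without all of replicates 2, 4 and 8 was not run. Nppb (−1.13, adjusted p = 0.0223), Acta1 (−1.74, adjusted p = 0.0245), Ankrd1 (−1.16, adjusted p = 0.0131) and Xirp2 (−1.05, adjusted p = 0.0215) were also lower. Myh6 and Atp2a2 each had a log2 fold change of 0.27 and did not pass over all genes (adjusted p = 0.108 and 0.0798). Adjusted over the fixed list, they did (adjusted p = 0.0416 and 0.0288). Myh6 and Myh7 are similar neighbouring genes, and how reads matching both were counted is not stated.

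**Figure D3:**
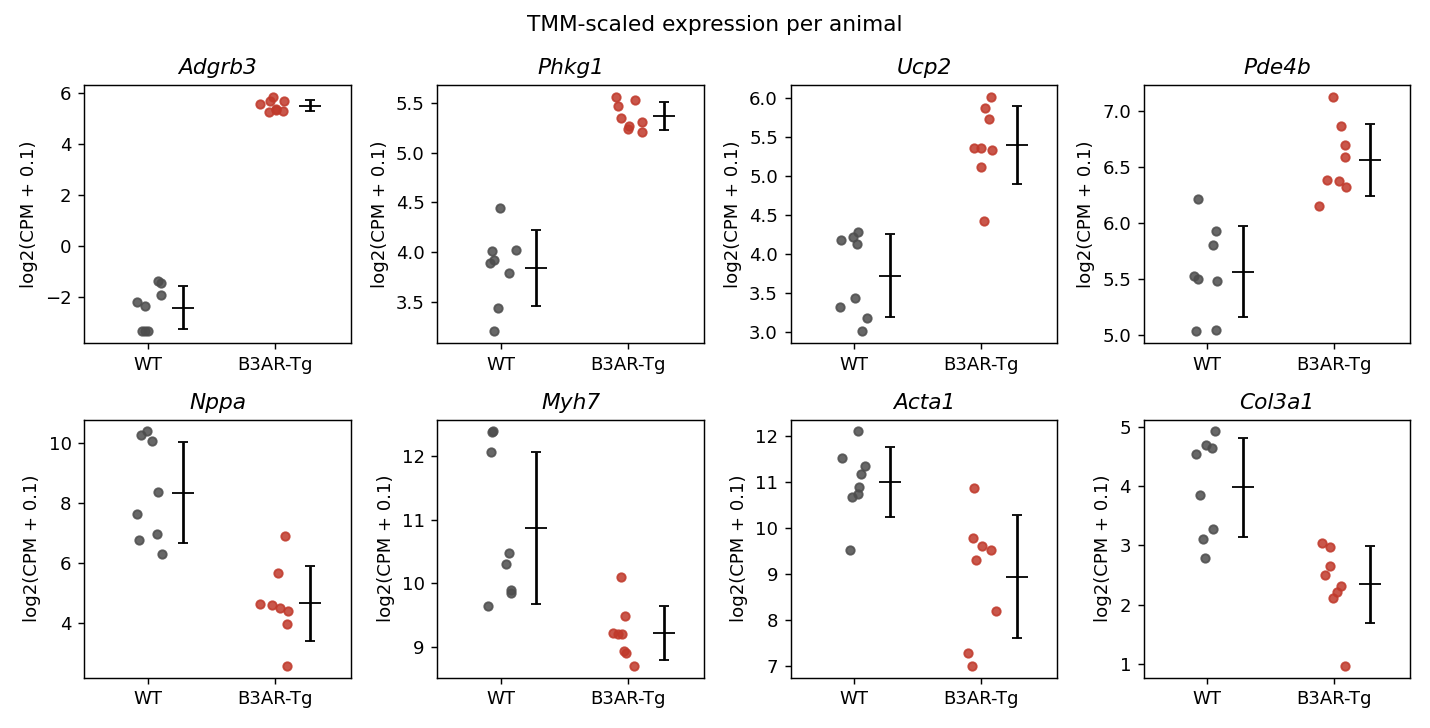
Expression of 8 genes per animal as log2(CPM + 0.1) (y axis) in WT (grey) and B3AR-Tg (red), 1 point per animal, with a horizontal line at the mean and bars of 1 SD beside each group. Adgrb3, Phkg1 and Ucp2 show groups that do not overlap, while Nppa spans 78.4 to 1349 CPM in WT and 5.76 to 120.3 CPM in B3AR-Tg.

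Of the 308 tested genes of the fixed list, 78 changed when adjusted over the list (41 higher, 37 lower) and 43 when adjusted over all genes. The other-cell covariate moved the list count most, to 2. By camera, 9 of the 12 functional sets changed, 5 higher and 4 lower. With the correlation between genes estimated per set, 0 sets passed and 2 had an unadjusted p under 0.05. The preset correlation was lenient in these data, since 73 other groupings of the same animals, which exchanged 3 or 4 of the 8 same-numbered pairs between genotypes, gave a median of 4 changed sets and at most 8. The exact permutation of set scores was therefore taken alongside, and 6 of the 12 sets passed it after adjustment over the 12.

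Those 6 sets passed both tests. With the other-cell covariate, camera still called the extracellular matrix and beta-adrenergic sets among them and no longer called the load marker, contraction, fatty acid use and citric acid cycle sets. The extracellular matrix set was lower, with 23 of 24 tested genes lower and 18 of them changed singly. Its score difference was −1.37 on the log2 scale (exact permutation adjusted p = 0.00839, camera adjusted p = 5.09e-18). Col3a1 (log2 fold change −1.76, adjusted p = 0.00397), Col1a1 (−2.39, adjusted p = 0.00507), Col1a2 (−1.86, adjusted p = 0.00382) and Sparc (−1.23, adjusted p = 0.00382) were among its members. Counts behind Col1a1 were low, at 0.665 ± 0.399 CPM in B3AR-Tg. Marker genes of fibroblasts, a cell type that secretes matrix, were lower too, with a score difference of −1.26 (exact permutation adjusted p = 0.00435). The matrix score less the fibroblast marker score, with shared genes removed from both, did not differ between genotypes (exact permutation p = 0.415). Endothelial markers were lower by a score difference of −0.55 (exact permutation adjusted p = 0.0163). These adjustments cover fibroblast, endothelial, leukocyte, mural cell and atrial myocyte markers, immediate early genes and Y-linked genes. Leukocyte markers were lower without passing (−0.78, exact permutation adjusted p = 0.0747). Immediate early genes were higher by camera (15 of 18 genes, camera adjusted p = 0.0125) but not by score (exact permutation adjusted p = 0.158).

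The load marker set was lower, with a score difference of −0.98 (exact permutation adjusted p = 0.0112, camera adjusted p = 3.97e-05), and no B3AR-Tg animal was above the WT median. The fatty acid use set was higher by 0.25 (exact permutation adjusted p = 0.0269, camera adjusted p = 1.64e-06), with 29 of 32 genes higher. Slc27a1 (log2 fold change 0.54, adjusted p = 0.00871) and Ppargc1a (0.74, adjusted p = 0.0384) passed singly. The citric acid cycle set was higher by 0.14, with 19 of 19 genes higher (exact permutation adjusted p = 0.0283), and Sdha passed singly (0.37, adjusted p = 0.0249). The contraction and calcium handling set was higher by 0.13 (exact permutation adjusted p = 0.0210), and Kcnj2 (0.65), Cacnb2 (0.45), Kcnj3 (0.61) and Ryr2 (0.46) passed singly, with adjusted p-values between 0.0162 and 0.0359.

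The beta-adrenergic signalling set was higher by 0.19 (exact permutation adjusted p = 0.00839, camera adjusted p = 0.00633), with 17 of 24 tested genes higher. Its median log2 fold change was 0.07. The score averages transcripts of the set's genes whatever their role in the pathway, so it does not measure the strength of signalling. Pde4b, a cAMP phosphodiesterase, rose from 48.9 ± 14 to 96.7 ± 22.8 CPM (log2 fold change 0.99, adjusted p = 0.00329). Adra1b (0.94, adjusted p = 0.00485), Pde3a (0.57, adjusted p = 0.0169) and Rgs2 (0.92, adjusted p = 0.0211) also rose.

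Camera alone called 3 further sets. These were the nuclear-encoded respiratory chain (higher, camera adjusted p = 0.0145, exact permutation adjusted p = 0.484), the mitochondrially encoded respiratory chain (lower, 0.0246 and 0.433) and nitric oxide and cGMP signalling (lower, 0.0191 and 0.0541). Uqcrq of the respiratory chain passed singly (log2 fold change 0.47, adjusted p = 0.0289). The antioxidant set (camera adjusted p = 0.0776), glucose use (0.792) and angiogenic factors (0.807) did not differ as sets. Over 33 settings of the analysis, however, the antioxidant set passed in 7 (adjusted p from 0.0169 to 0.506). Glucose use and angiogenic factors passed in 0. Single members did pass in each of these sets. Pfkp (log2 fold change −1.09, adjusted p = 0.00669) and Pfkm (0.29, adjusted p = 0.0439) moved in opposite directions within glucose use, Txnrd1 rose (0.49, adjusted p = 0.0337) and Hif1a was lower (−0.54, adjusted p = 0.0199).

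**Figure D4:**
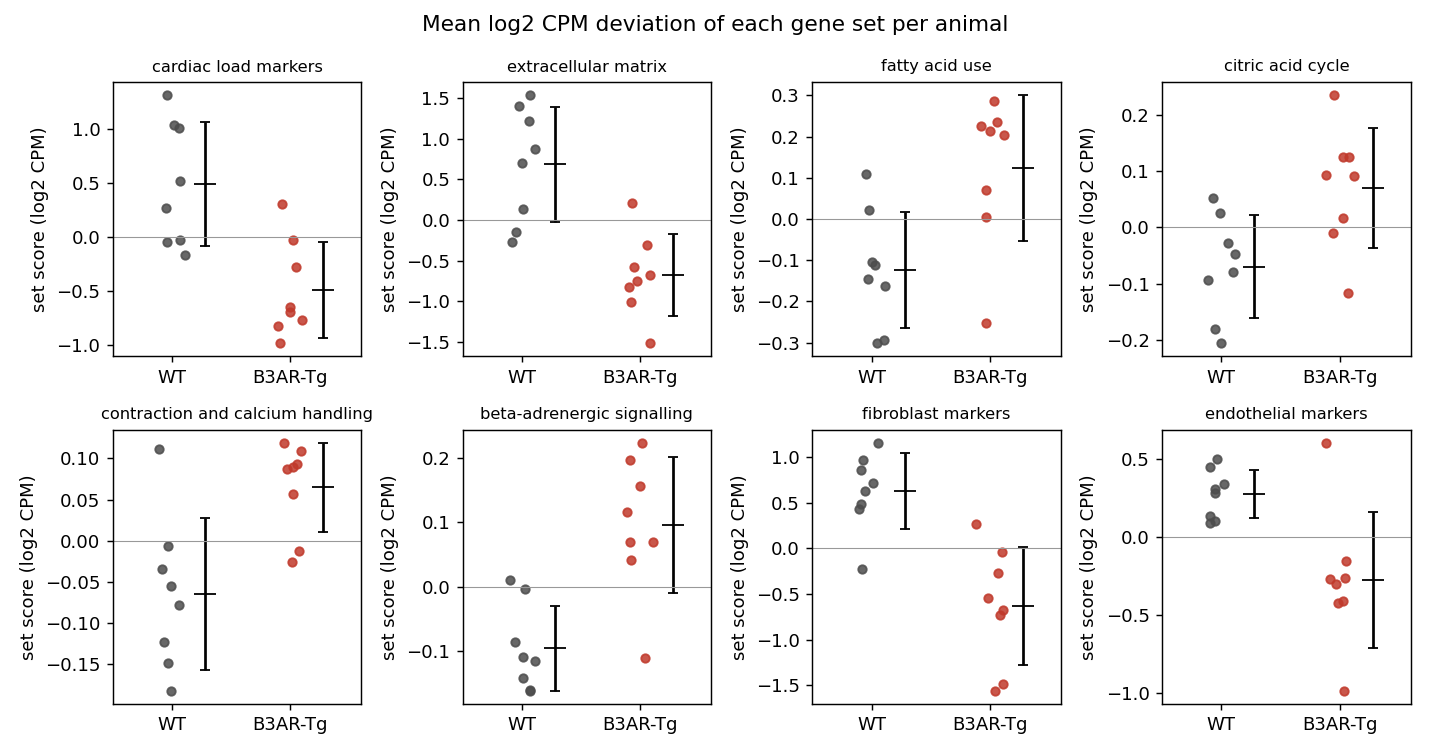
Set score per animal (y axis, mean deviation of member genes from their mean over the 16 animals, log2 CPM) for 6 functional sets and 2 marker sets of other cell types, in WT (grey) and B3AR-Tg (red), with a line at the mean and bars of 1 SD. Matrix, load, fibroblast and endothelial scores are lower in B3AR-Tg (differences of −1.37, −0.98, −1.26 and −0.55), and the other 4 are higher by 0.13 to 0.25.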

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

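All tests of explanations in this part were chosen only after the results were seen. Every group of 8 animals was searched, for each reported value, for a highest or lowest animal whose gap to its nearest neighbour took a larger part of the group's whole range than Dixon's 95% critical value allows. Among the 114 groups searched 3 had such an animal, and chance alone would give 5.7, so the number of such animals is no more than chance gives. The search finds lone animals and cannot flag a cluster, such as WT replicates 2, 4 and 8 for Nppa and Myh7. Genes were compared on log2(CPM + 0.1).

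Tspan5 was low in WT replicate 3. Its gap took 0.620 of the range, at 4.27 CPM against 7.80 to 11.3 CPM in the other 7 WT animals. Counting noise was tested with an exact Poisson test of the 36 counts against the median level of the others, which gave p = 7.53e-09 (two-sided). The same test gave an unadjusted p under 0.05 for 0 of the other 7 animals, so the gap exceeds counting error, although the test does not cover the usual spread between animals. An exchanged label was tested with Adgrb3, which held 1 count in this library, as in other WT libraries. A smaller share of other cells may also lower a gene, but this animal's score of fibroblast and endothelial markers was 0.540, rank 7 of 8 from the lowest in its group. The same animal lay nearest to the B3AR-Tg animals on the first principal component. Counting error alone, a label exchange and fewer other cells each went against their tests, while ordinary variation between animals remains, given the number of such gaps chance allows, and no biological explanation was tested for this gene. The load marker score of this animal was −0.05, rank 2 of 8 from the lowest in WT.

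Col3a1 was low in B3AR-Tg replicate 2. Its gap took 0.554 of the range, at 1.85 CPM against 4.22 to 8.10 CPM in the other animals of the group. The exact Poisson test of 21 counts gave p = 1.86e-09, and 2 of the other 7 animals had a p under 0.05 in it. Adgrb3 held 541 counts, which goes against an exchanged label. Its fibroblast and endothelial marker score, −1.14, was the lowest of the group. On the fibroblast markers alone, B3AR-Tg replicate 5 was lower than replicate 2 (−1.50 against −1.40), yet its Col3a1 was 4.22 CPM. Whether fewer other cells in the preparation of replicate 2 account for the low value is therefore left open. No biological explanation was tested.

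Col1a1 was low in WT replicate 6. Its gap took 0.550 of the range, at 0.294 CPM against 1.96 to 7.90 CPM in the other WT animals. The library held 2 counts where 28.1 were expected from the others (exact Poisson p = 5.54e-10), but 5 of the other 7 WT animals also had a p under 0.05 in this test, so it cannot set this animal apart from the spread between animals. Adgrb3 held 0 counts, as an exchanged label would not give. The fibroblast and endothelial marker score was 0.181, the lowest of the WT animals. That score was close to those of WT replicates 8 (0.230) and 5 (0.249), whose Col1a1 was 4.13 and 1.96 CPM, but its score on the 6 fibroblast markers alone, 0.0108, was further from theirs (0.462 and 0.491). WT replicate 4 had the next-lowest score on those markers, 0.216, yet its Col1a1 was 4.64 CPM. Whether fewer fibroblasts account for the low value is therefore left open. The load marker score of WT replicate 6 was −0.03, rank 3 of 8 from the lowest in WT. Load may contribute as well, since the matrix score followed it in WT (r = 0.952). WT replicates 5 and 3 had lower load scores (−0.17 and −0.05), with Col1a1 at 1.96 and 2.02 CPM. Load alone therefore does not set replicate 6 apart. The 2 counts lie under the floor of 3. No explanation could be singled out.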

How the results depend on the processing

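The alternatives added after the data had been seen, and so chosen only then, were thinning, the GC content and length offsets, the removal of Gm20594 with mitochondrial copies, and the permutation of set scores. Of the 41 named genes tested, 38 passed at an adjusted p under 0.05, and all 38 kept their sign under each of up to 32 alternatives. Of these 38, 6 passed under every alternative (Adgrb3, Phkg1, Ucp2, Nudt4, Grin2c and Pde4b), 19 were lost only with the other-cell covariate, and 13 were lost under further or different alternatives. Adrb3 was removed by the low-count filter, so no fold change is given for it. Without the filter its edgeR adjusted p was 0.969, on at most 4 counts per library. The share of variance between genotypes ranged from 13% to 22% over other scalings and gene choices, and from 15.8% to 19.1% across the 16 fits that each left out 1 animal.

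Scaling by RLE or upper-quartile factors, the other count filters (20301 and 11064 genes tested), voom, 1 surrogate variable, thinning, the GC content and length offsets and removal of mitochondrial genes gave between 388 and 706 changed genes, within 1.5 times the 537. Scaling by library size only gave 511, 346 higher and 165 lower (67.7% higher), against 222 higher and 315 lower with TMM. It moved the median log2 fold change of all genes from 0.01 to 0.08, and 387 genes were shared with the list of 537. DESeq2 called 804 genes, 318 higher and 486 lower, the 537 among them. DESeq2 also gave more false calls than edgeR on simulated data at small changes. At an adjusted p under 0.1 there were 908 genes (379 higher, 529 lower). Requiring an absolute log2 fold change of at least 0.5 left 378 (132 higher, 246 lower).

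Same-numbered animals are different animals, and the correlation of their deviations from the group means was −0.0467 on average, against 0.00660 for other pairs across genotypes. With the replicate block, 230 genes changed (93 higher, 137 lower), 222 of them shared with the 537, and 53 list genes and 9 sets changed. With the replicate block and the GC content and length offsets together, 324 genes changed (146 higher, 178 lower).

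With the marker level of other cells as a covariate, 11 genes changed (10 higher, 1 lower), 9 of them shared with the 537, and 2 list genes and 3 sets. The 3 sets were extracellular matrix (median log2 fold change −0.58, camera adjusted p = 0.00640, from 2.76e-23 to 0.170 over all alternatives), beta-adrenergic signalling (adjusted p = 0.00482, from 0.00141 to 0.179) and the nuclear-encoded respiratory chain. Of the 6 sets that passed both tests without it, 4 were lost: load markers (median −0.14, adjusted p = 0.0845, from 5.26e-07 to 0.179), contraction and calcium handling (adjusted p = 0.439, from 0.00213 to 0.439), fatty acid use (adjusted p = 0.253, from 1.98e-09 to 0.253) and the citric acid cycle (adjusted p = 0.953, from 1.05e-05 to 0.953). Under it 1435 genes had an unadjusted p under 0.05, and 532 of the 537 kept their sign. The covariate overlaps the genotype, as tested under the other observations. The direction of camera's set test reversed for 5 sets. Their median log2 fold changes under the covariate were −0.0827 for glucose use, −0.0435 for antioxidant genes, −0.0298 for nitric oxide and cGMP signalling and −0.0446 for angiogenic factors. The medians of the last pair stayed negative although camera's direction turned. Adrb1 reversed to −0.16. The nuclear-encoded respiratory chain, the fifth set, reversed to −0.16 (camera adjusted p = 1.35e-05, from 2.05e-07 to 0.730 over all alternatives). With animal number as a covariate 5 sets passed, and the near-zero glucose (−0.01) and angiogenic (0.0027) sets reversed. Thinning reversed Adrb1 (−0.0521). The cause of these reversals was not tested.

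With the correlation estimated per set, camera called 0 sets, 2 at an unadjusted p under 0.05. Fry called 7 and the permutation of set scores 6. Across the 16 fits that each left out 1 animal, changed genes ranged from 272 to 675, higher from 113 to 278, lower from 159 to 397, list genes from 58 to 87 and sets from 7 to 10. The reversing values ranged from −0.0156 to 0.0354 for glucose use, −0.0441 to 0.0331 for angiogenic factors and −0.0316 to 0.195 for Adrb1. Among single genes 55 other results became weaker and 5 stronger outside these fits, and among sets 22 and 5. In the leave-out fits the numbers were 54 and 2 for genes, and 8 and 2 for sets. DESeq2 gave no set result, and the Y-linked covariate was not run. Depth limits Adrb3, where libraries held at most 4 counts.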

Other observations

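The tests of GC content, of depth, of genes that take most of the counts, of sequence matches and of the relation between matrix and load markers were chosen only after the results were seen. Correlations were computed for 8 relations within genotypes, and their adjusted p-values cover those 8.

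The genotype comparison was set against other splits of the same animals. Of the 128 splits that exchange same-numbered animals and keep 1 of each number in each group, 100 were drawn, the real one included. As many as 537 changed genes were found in 2 of the 100 splits, and as many as 78 changed list genes in 1. The other split with a count as large exchanged only the replicate 3 animals and gave 691 genes, and the next gave 268. Adgrb3 counts in those animals were 1 in the WT library and 379 in the B3AR-Tg library, so the labels match that gene. As many as 9 changed sets were found in 5 of the 100 splits, with a median of 5 sets over the others, but the other 4 of these exchanged 1 or 2 of the 8 pairs and so kept much of the genotype contrast. The 73 splits that exchanged 3 or 4 pairs gave at most 8 sets, with a median of 4, and at most 23 genes and 28 list genes. The count of sets therefore stands only slightly above those splits. After offsets for GC content and length 610 genes changed, after thinning to the smallest library 388, and after removal of mitochondrial genes, Gm20594 and copies 542, so these did not remove the difference.

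Adgrb3 was counted in every B3AR-Tg library and at most 3 times in a WT library. A candidate explanation is that the transgene lies in or near this locus, or that transgene transcripts align to it. BLAST found no match between the Adgrb3 transcript and mouse Adrb3, which goes against reads shared with the mouse receptor gene. Its cut-offs would miss short or weak matches. The Adgrb3 transcript did match 59 genes over at least 50 bases at 95% identity. Whether reads were shared with those genes was not tested. The transgene's own sequence was not analysed here. If the insertion changed a wider region, neighbours would differ as well. Within 2 Mb, 1 of 9 tested genes changed (Ogfrl1, log2 fold change −0.47, edgeR adjusted p = 0.0219, named after its value was seen), which did not differ from the share among other genes (Fisher's exact p = 0.364), and 9 genes are too few to tell. Of the 9, 3 had an unadjusted p under 0.05. All of the 9 but Lmbrd1 (log2 fold change 0.07) had a negative log2 fold change, and all lie at lower positions than Adgrb3. Gm28437, Gm28661 and Gm29216, named after their values were seen, were among the mitochondrial copies left out in an alternative above. Gm28438, with an unadjusted edgeR p of 0.0181, lies beside them. Reads of mitochondrial genes may have been counted there, and 12 of 13 mitochondrially encoded respiratory chain genes were also lower. The 9 neighbours may therefore not be independent, and whether their shared direction exceeds chance was not tested. Within 20 Mb, 6 of 101 changed, 5.94% (Fisher's exact p = 0.639), and 25 had an unadjusted p under 0.05, 24.8% against 19.3% of genes elsewhere (Fisher's exact p = 0.165), so strain variants carried along with an insertion did not show as an excess of changed genes beyond chance. The hypothesis that the transgene changes this locus remains, and it cannot be told apart from misassigned transgene reads.

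Matrix genes were lower in B3AR-Tg, and the preparations may have contained fewer fibroblasts. The matrix score of 22 genes differed by −1.33, fibroblast markers by −1.07 and endothelial markers by −0.55 once shared genes were removed. The matrix score less the fibroblast score did not differ with genotype (exact permutation p = 0.415), with an estimate of −0.25, so this test alone does not separate lower matrix expression from fewer fibroblasts. The marker level of other cells used as a covariate includes fibroblast markers that are also matrix genes. With that covariate the matrix set was still lower (median log2 fold change −0.58, camera adjusted p = 0.00640, from 2.76e-23 to 0.170 over all alternatives), on the lenient preset correlation. Its members Col1a1, Col1a2, Col3a1 and Sparc no longer passed singly (adjusted p between 0.246 and 0.659). Fewer fibroblasts therefore remain a candidate explanation of the lower matrix expression. Within genotypes the fibroblast and matrix scores had r = 0.273 in WT (rho = 0.381, exact permutation p = 0.512, adjusted 0.585, p for rho 0.360, adjusted 0.480) and r = 0.677 in B3AR-Tg (rho = 0.786, exact permutation p = 0.0610, adjusted 0.122, p for rho 0.0279, adjusted 0.0745). Without the 2 animals farthest from the median these were 0.116 and 0.947. Neither passed after adjustment.

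Matrix expression might instead follow the load on the heart. In WT, the matrix score followed the load marker score (r = 0.952, exact permutation p = 0.00189, adjusted 0.0151; rho = 0.881, p = 0.00724, adjusted 0.0579), and r was 0.940 without the 2 farthest animals. In B3AR-Tg, r was 0.635 (exact permutation p = 0.0944, adjusted 0.151; rho = 0.595, p = 0.132, adjusted 0.212), and without the 2 farthest animals it was 0.0903, so the relation there rests on those animals. Whether the genotypes differ in this relation was not tested. The labels name no batch within which to repeat it.

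The lower load markers themselves did not follow the fibroblast and endothelial marker score within genotypes. In WT r was 0.279 (rho = 0.286, exact permutation p = 0.490, adjusted 0.585, p for rho 0.501, adjusted 0.572), or 0.152 without the 2 farthest animals. In B3AR-Tg r was 0.156 (rho = 0.214, exact permutation p = 0.714, adjusted 0.714, p for rho 0.619, adjusted 0.619), or 0.188 without them. With the marker level of other cells as a covariate, however, the median log2 fold change of the load set moved from −0.99 to −0.14 (camera adjusted p = 0.0845, from 5.26e-07 to 0.179 over all alternatives), although that covariate overlaps the genotype. Single load genes moved by differing amounts, Nppa from −3.99 to −3.40, Myh7 from −2.03 to −1.74, Nppb from −1.13 to −1.12 and Acta1 from −1.74 to −1.52, while Ankrd1 moved from −1.16 to −0.80 and Xirp2 from −1.05 to −0.56. None of these 6 passed (adjusted p between 0.215 and 0.581). B3AR-Tg replicates 4 and 8 had fibroblast and endothelial marker scores of 0.385 and 0.007, the highest of their group, and load scores of −0.65 and −0.98. Whether fewer other cells contribute to the lower load markers is left open by these values. A weaker load response in B3AR-Tg myocytes remains a hypothesis, since animals without TAC, cardiac pressure and heart weight were not analysed here.

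Adjusting for the marker level of other cells left 11 changed genes, 9 of them among the 537, and its overlap with genotype may be enough to explain that. Of 50 random covariates drawn with the same correlation with genotype (r = −0.779), 39 left as few genes, with a median of 6.5 and a range of 2 to 402. The log2 fold changes of the 537 genes had a median ratio of 0.909 to their unadjusted values, and 99.1% kept their sign. The 11 genes include Adgrb3, Phkg1, Ucp2, Grin2c, Pde4b and Nudt4, and also Nr4a3, Castor2, Serpine2, Pfdn1 and Tab2, named after their values were seen.

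Gm20594 took 11% to 18% of the counts of a library. Its transcript matched mt-Rnr2 at 88.4% identity over 439 of 449 bases. The table held 0 ribosomal RNA genes by GENCODE M21, so reads of mt-Rnr2 had no row of their own in it. Reads of mitochondrial ribosomal RNA, left after depletion, may be the source of the Gm20594 counts. However, an identity of 88.4% cannot tell this from expression of the gene. Its share followed the mitochondrially encoded share in WT (r = 0.845, exact permutation p = 0.00585, adjusted 0.0234; rho = 0.810, p = 0.0218, adjusted 0.0745, which does not pass), and r was 0.808 without the 2 farthest animals. In B3AR-Tg r was 0.862 (exact permutation p = 0.0144, adjusted 0.0384; rho = 0.595, p = 0.132, adjusted 0.212) but 0.153 without them, so it rests on those animals. Shares of a fixed total constrain one another, and no biological explanation was tested.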
